# RNAseq and RNA molecular barcoding reveal differential gene expression in cortical bone following hindlimb unloading in female mice

**DOI:** 10.1371/journal.pone.0250715

**Published:** 2021-10-12

**Authors:** Jordan M. Spatz, Frank C. Ko, Ugur M. Ayturk, Matthew L. Warman, Mary L. Bouxsein

## Abstract

Disuse-induced bone loss is seen following spinal cord injury, prolonged bed rest, and exposure to microgravity. We performed whole transcriptomic profiling of cortical bone using RNA sequencing (RNAseq) and RNA molecular barcoding (NanoString) on a hindlimb unloading (HLU) mouse model to identify genes whose mRNA transcript abundances change in response to disuse. Eleven-week old female C57BL/6 mice were exposed to ambulatory loading or HLU for 7 days (n = 8/group). Total RNA from marrow-flushed femoral cortical bone was analyzed on HiSeq and NanoString platforms. The expression of several previously reported genes associated with Wnt signaling and metabolism was altered by HLU. Furthermore, the increased abundance of transcripts, such as Pfkfb3 and Mss51, after HLU imply these genes also have roles in the cortical bone’s response to altered mechanical loading. Our study demonstrates that an unbiased approach to assess the whole transcriptomic profile of cortical bone can reveal previously unidentified mechanosensitive genes and may eventually lead to novel targets to prevent disuse-induced osteoporosis.

## Introduction

Mechanical loading plays an important role during musculoskeletal development and maintenance. Reduced mechanical loading from extended immobilization, spinal cord injury, or spaceflight leads to decreased bone mass and mineral density in humans, which increases susceptibility to skeletal fractures. Biological mechanisms underlying skeletal deterioration due to reduced mechanical loading have been studied using hindlimb unloading rodent models, which demonstrated altered Wnt or IGF signaling or Rank/Rankl/Opg pathway [1–5]. These studies led to several clinical studies that explored the usage of existing or newly developed pharmacological therapies to counter immobilization or spaceflight induced bone loss [6,7].

While prior studies in rodent models demonstrated signaling pathways that contribute to skeletal loss from reduced mechanical loading, limited candidate gene approached precluded exploration of other novel pathways that may also play an important role. Recent advances in whole transcriptome RNA deep sequencing (RNAseq) allow comprehensive, quantitative, and unbiased view of the complete RNA transcriptome. This high-throughput approach can allow identification novel pathways that are altered in response to reduced mechanical loading in rodent models. Prior studies in transgenic mice or mice that underwent increased mechanical loading successfully demonstrated alterations in novel pathways in osteocytes using RNAseq [8,9]. However, no studies to date examined whole transcriptome profile of osteocytes from mice that underwent reduced mechanical loading.

Thus, we examined the complete RNA transcriptome in cortical bone from mice that underwent hindlimb unloading for 7 days, with the goal of identifying novel mechanosensitive pathways that respond to mechanical unloading. We validated our RNAseq results by a highly sensitive RNA molecular barcoding technologies (NanoString) examining 60 panel genes.

## Material and methods

### Hindlimb unloading

Eleven-week old, female C57Bl/6J mice were randomly assigned to hindlimb unloading (HLU) or normal weightbearing (Cont) (n = 8/group). The HLU group underwent hindlimb unloading for 7 days according to the previously published studies [10–15]. In brief, under isoflurane anesthesia, the mouse tail was taped to a freely rotating harness connected to a wheel that moved along the central axis of the custom-made cage. The harness was adjusted such that the mouse could not touch its hind limbs to the floor or the walls of the cage. Mice were maintained on a 12/12 hour light/dark cycle, had ad libitum access to standard laboratory rodent chow and water, and were sacrificed by CO_2_ inhalation at the end of the experiment. All animal procedures were approved by and performed in accordance with the guidelines of the Beth Israel Deaconess Medical Center Institutional Animal Care and Use Committee.

### RNAseq

After cutting the ends of bones and flushing marrow with 10 ml phosphate-buffered saline, the cortical bone was placed in an Eppendorf tube and immediately snap-frozen in liquid nitrogen. Subsequently, Trizol was added while the bone is maintained frozen in an eppendorf tube placed in a liquid nitrogen bath, homogenized in the same eppendorf tube with the Fastprep24 machine (MP Biomdicals), and subsequently total RNA was isolated and purified using manufacture recommendations for the PureLink RNA kit (Life Technologies). Using this isolation technique, we routinely obtain 3–6 ug per sample total RNA that has high quality RNA integrity numbers (RIN, Aigilent Technologies) > 7.5 [9]. RNA sequencing libraries were prepared using TruSeq RNA Sample Preparation Kit (v2, Illumina, San Diego, CA) per manufacturer recommendations using 500 ng/sample total RNA [8]. Samples were multiplexed (n = 8 per lane) for sequencing on a HiSeq (Illumina) platform and reads were aligned to reference genome (Tophat2). Differential gene expression was analyzed by DESeq2 and relevant biological processes associated with differentially expressed genes were analyzed by Gene Set Enrichment Analysis according to studies by Subramanian et al. [8,16–18].

### Nanostring

To validate our set of differentially regulated genes identified by RNASeq. and to perform targeted gene discovery in our unloading model using the limiting amount of total RNA (3–6 ug/sample) we isolated from murine femurs, we used a NanoString nCounter codeset of sixty differentially expressed genes (Table 1) with 6 housekeeping genes (Actb, Abcf1, B2m, Gapdh, Pol42A, Sirt4). In brief, the nCounter gene codeset contains a matched pair 3′ biotinylated capture probe and a 5′reporter probe tagged with a fluorescent barcode, for each of 236 transcripts. Probes are hybridized to 100 ng of total RNA for 19 h at 65°C, after which excess capture and reporter probes are removed and transcript-specific ternary complexes are immobilized on a streptavidin-coated cartridge. Subsequently, all solution manipulations are carried out using the NanoString preparation station robotic fluids handling platform. Data collection is carried out with the nCounter Digital Analyzer to count individual fluorescent barcodes and quantify target RNA molecules present in each sample. Normalization was carried based on a standard curve constructed using spike in exogenous control constructs and the 6 housekeeping genes included in the codeset [19].

**Table 1:** Differentially expressed genes in the control and hindlimb unloaded (HLU) mouse cortical bone assessed by NanoString.

Molecular Pathways	Selected Genes	Differentially Expressed Genes	HLU vs. Control (Fold Change)	p-value
Mesenchymal stem cell (MSC) fate determination and differentiation	Abi3bp, Fabp4, Apod			
Osteoblast function and differentiation	Aspn, Alpl, Bmpr1a, Dkk1, Fzd4, Tgfb1-3, Runx2, Tob1, Opg, Spp1, Sp7, Sparc, Bglap, Myoc, Col1a1, Col1a2, Col3a1, Den, Serpinfl, Sfrp2, Sfrp4, Wnt16, Wnt9a, Wnt5a, Wnt4, Wisp2, Zfyve9, Snca, Bmp4	Fzd4 Sfrp2 Sfrp4 Spp1 Bmp4	1.6 1.7 1.7 1.5 1.4	0.03 0.05 0.009 0.02 0.02
Osteocyte function and differentiation	Sost, Mef2C, Mepe, Postn, Phex, Npy	Npy	1.2	0.04
Osteoclast function and differentiation	Ctsk, Tnfsfl1(Rankl), Trap (Acp5)			
Extracellular matrix proteases	Mmp2, Mmp3, Mmp10, Mmp13, Mmp14, Mmp15	Mmp3 Mmp13	1.8 1.6	0.007 0.01
Protease inhibitors	Timp1, Timp2	Timp1	1.5	0.02
Cell cycle control, mitochondria, energy balance	Mss51, Scd1, Pfkfb3	Scd1 Pfkfb3	2.0 1.8	0.01 0.004
Housekeeping genes	Actb, Abcf1, B2m, Gapdh, Pol42A, Sirt4			

## Results

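Cortical bone of the femur was taken from 11-week-old female mice after 7 days of hindlimb unloading (HLU) or of normal weightbearing, with 8 mice in each group, and the RNA of each mouse was sequenced as its own library. The authors deposited their RNAseq data as RPKM, in which the reads on a gene are divided by the gene's length and by the reads of the library, a unit that corrects for gene length and library size but not for other differences between libraries. Each mouse has a value for the same 36829 features, which the files name by gene symbol. The 16973 features with a mean of at least 0.5 RPKM over the 16 mice were kept, and HLU was compared with control on log2 RPKM after adding 0.1. The comparison used limma, which fits a linear model to each gene and moderates its variance across genes, with Benjamini-Hochberg adjustment. Single genes and measures of whole libraries were also compared by a two-sided exact permutation test over all 12870 splits of the 16 mice into 8 and 8. Whole reads were recovered from the RPKM values for 99.99% of the features kept, since each library's values are multiples of a fixed step for a given gene. The number of reads by which a library's RPKM had been divided ranged from 7067512 to 19708590 in control mice, with a median of 1.58e+07, and from 7838277 to 21363584 in HLU mice, with a median of 1.64e+07 (exact permutation p = 0.502). For a gene of 1 kb, 3 reads corresponded to between 0.140 and 0.424 RPKM in the 16 libraries. The number of features above 0.5 RPKM was 16828 ± 506 (SD, n = 8) in control mice and 16728 ± 192 (SD, n = 8) in HLU mice (exact permutation p = 0.609). Counting features above 1 RPKM instead gave 14625 ± 458 and 14468 ± 296 (SD, n = 8 each, exact permutation p = 0.424). The 10 most abundant features of each mouse held 26.2% ± 4.93 of the summed RPKM in control mice and 31.7% ± 5.80 in HLU mice (SD, n = 8 each, exact permutation p = 0.0618).

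**Figure D1:**
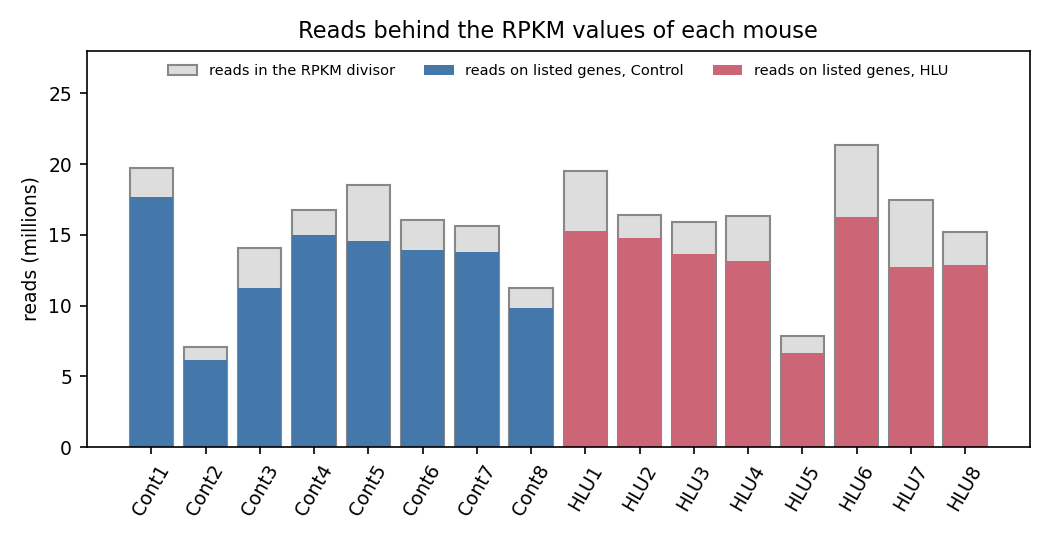
Reads behind the RPKM values of each of the 16 mice, with the number of reads on the vertical axis. The outlined bar is the number of reads used as the RPKM divisor, and the filled bar is the number of reads recovered on the listed features in control (blue) and HLU (red) mice. The lowest divisors are 7067512 reads in control mouse 2 and 7838277 reads in HLU mouse 5.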

Hindlimb unloading did not alter the quality of RNAseq data. For both groups, individual specimens yielded ~22 million reads with high unique mapping rates (79% for controls and 81% for HLU). 

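Reads recovered on the features that the files list ranged from 6157028 to 17682064 per mouse, with a median of 1.39e+07 in control mice and 1.34e+07 in HLU mice (exact permutation p = 0.808). These reads made up 86.0% ± 4.23 of the RPKM divisor in control mice and 81.7% ± 5.77 in HLU mice (SD, n = 8 each, exact permutation p = 0.108). Mitochondrial genes took 6.98% ± 2.07 of them in control mice and 9.51% ± 3.35 in HLU mice (SD, n = 8 each, exact permutation p = 0.0945). None of these 3 differences had an exact permutation p under 0.05. The smallest library was 3.02-fold below the largest by its divisor. Mapping rates were not analysed here.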

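Of the 16973 features tested, 188 had a higher transcript abundance in HLU mice and 808 a lower one at an unadjusted p under 0.05 and a change of at least 1.2-fold, so that 18.9% of these genes were higher. The paper's text does not name the unadjusted threshold behind its own counts. The median log2 fold change over all tested features was -0.10, which means that the RPKM values of most genes were slightly lower in HLU mice. With the RPKM values rescaled by median-of-ratios size factors, which align the middle of the genes between libraries, the median change was -0.01 and 381 genes were higher and 395 lower, or 49.1% higher. Quantile normalization, which gives each library the same distribution of values, gave 460 higher and 364 lower genes, or 55.8% higher. After rescaling to the reads on listed genes outside the mitochondrial genome, 392 genes were higher and 380 lower, or 50.8% higher. The last of these scalings was chosen after the values had been seen. The erythroid and granulocyte marker scores, entered as covariates for blood cells left in the bone, moved the counts most, to 1218 higher and 1611 lower genes.

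**Figure D2:**
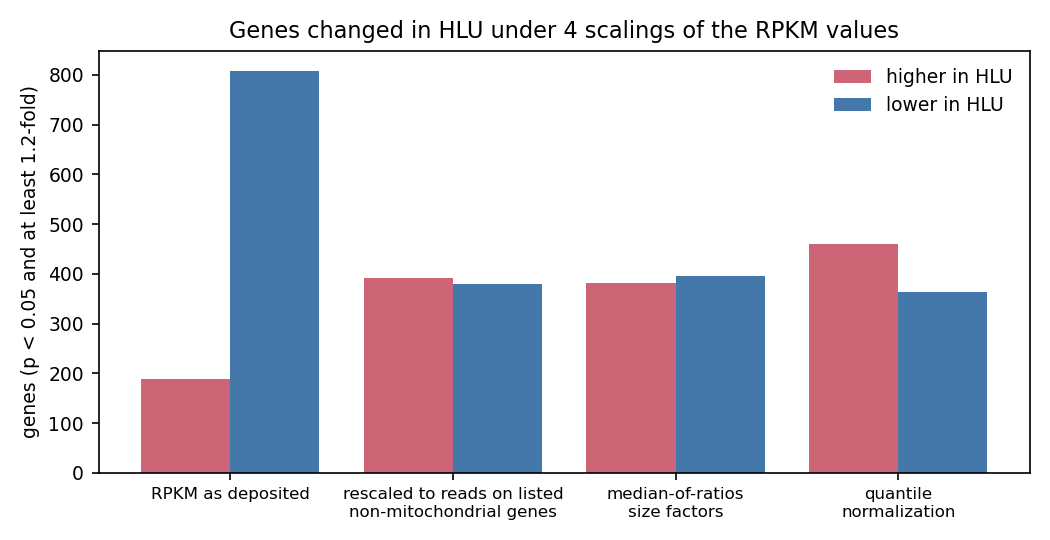
Number of genes (vertical axis) higher (red) or lower (blue) in HLU mice at p under 0.05 and at least 1.2-fold, with the RPKM values as deposited and under 3 other scalings (horizontal axis). The balance moves from 188 higher and 808 lower genes to 460 higher and 364 lower genes.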

RNAseq analysis of cortical bone mRNA from control and HLU mice, without correcting for multiple hypothesis testing, identified 723 genes whose transcript abundances increased ≥ 1.2-fold and 610 genes whose transcript abundances decreased ≥ 1.2-fold. After considering genes whose transcript abundances changed by 1.2-fold and correcting for multiple hypothesis testing (p < 0.1), 8 genes demonstrated increased transcript abundance and 5 genes demonstrated decreased transcript abundance following HLU. 

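With Benjamini-Hochberg adjustment over the 16973 features, 0 genes passed an adjusted p of 0.1 in either direction, against 1049 with an unadjusted p under 0.05 at any fold change. The lowest adjusted p from limma was 0.256. Mss51 and a feature named Rnf135 shared it, but 3887 features in the files carry that symbol, so the gene behind that feature is uncertain. Among features with a unique symbol, the next lowest unadjusted p belonged to Gm15835, higher in HLU mice (log2 fold change 1.04, standard error 0.21, limma adjusted p = 0.543), and to Pdia6, lower in HLU mice (log2 fold change -0.45, standard error 0.09, limma adjusted p = 0.543). These names were chosen after their values had been seen. Across the 19 alternative settings, the number of genes past the adjusted threshold ranged from 0 to 17. The 17 genes, 6 higher and 11 lower, were called with the blood cell scores as covariates.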

Gene set enrichment analysis using these 13 differentially expressed genes pointed to several metabolic processes, monosaccharide metabolism (Pfkfb3, Igfbp5, p < 0.01), peptidase inhibition (Stfa1, Stfa2, p < 0.01), and cellular protein metabolism (Stfa2, Stfa1, Igfbp5, p < 0.01). 

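Pfkfb3, which encodes an enzyme that makes fructose 2,6-bisphosphate, lies on chromosome 2 of GRCm38 from 11471433 to 11554077 in the GENCODE M21 annotation. The paper's text names no genome build, so these positions are those of the annotation used here. Transcript abundance of Pfkfb3 was 11.4 ± 2.57 RPKM (SD, n = 8) in control mice and 18.4 ± 3.69 RPKM (SD, n = 8) in HLU mice. Its log2 fold change was 0.69 (standard error 0.15, limma adjusted p = 0.649, exact permutation p = 0.000622). The annotation places Gm10851 and Gm37975 within the same interval, and since the counting is not stated to use strand, reads shared with them cannot be excluded. Igfbp5, an insulin-like growth factor binding protein on chromosome 1 from 72857932 to 72874884, had 66.1 ± 11.3 RPKM in control mice and 88.2 ± 12.6 RPKM in HLU mice (SD, n = 8 each). Its log2 fold change was 0.42 (standard error 0.12, limma adjusted p = 0.744, exact permutation p = 0.00171). Stfa1 and Stfa2 encode stefins, inhibitors of cysteine peptidases, and lie on chromosome 16 from 36276951 to 36285373 and from 36403992 to 36408457. Stfa1 rose from 3.67 ± 1.45 to 7.46 ± 2.68 RPKM (SD, n = 8 each, log2 fold change 1.01, standard error 0.30, limma adjusted p = 0.744, exact permutation p = 0.00777). Stfa2 rose from 0.908 ± 0.805 to 2.18 ± 1.31 RPKM (SD, n = 8 each, log2 fold change 1.31, standard error 0.50, limma adjusted p = 0.744, exact permutation p = 0.0309). Between 2 and 60 reads per mouse were recovered on Stfa2 and between 12 and 82 on Stfa1. The stefin A genes are close copies of each other, so how the authors' counting divided reads among them is uncertain. Adjusted over the 60 tested genes that the paper names, rather than over all genes, the limma p was 0.0081 for Pfkfb3, 0.0503 for Igfbp5, 0.0503 for Stfa1 and 0.190 for Stfa2. That list rests in part on the paper's own calls from these mice.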

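A Wnt signaling score was computed for each mouse as the mean over 40 genes of log2 RPKM, each gene centred on its mean over the 16 mice. The genes were those that passed the filter from a list of 68 ligands, receptors, inhibitors and targets of the pathway, written by hand before the values were seen. The score was -0.09 ± 0.37 in control mice and 0.09 ± 0.29 in HLU mice (SD, n = 8 each). The difference of 0.18 had an exact permutation p of 0.295, and 5 of 8 HLU mice lay above the control median. Gene Set Enrichment Analysis was not repeated here.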

Wnt signaling was also implicated (Fig 1).

**Fig 1:**
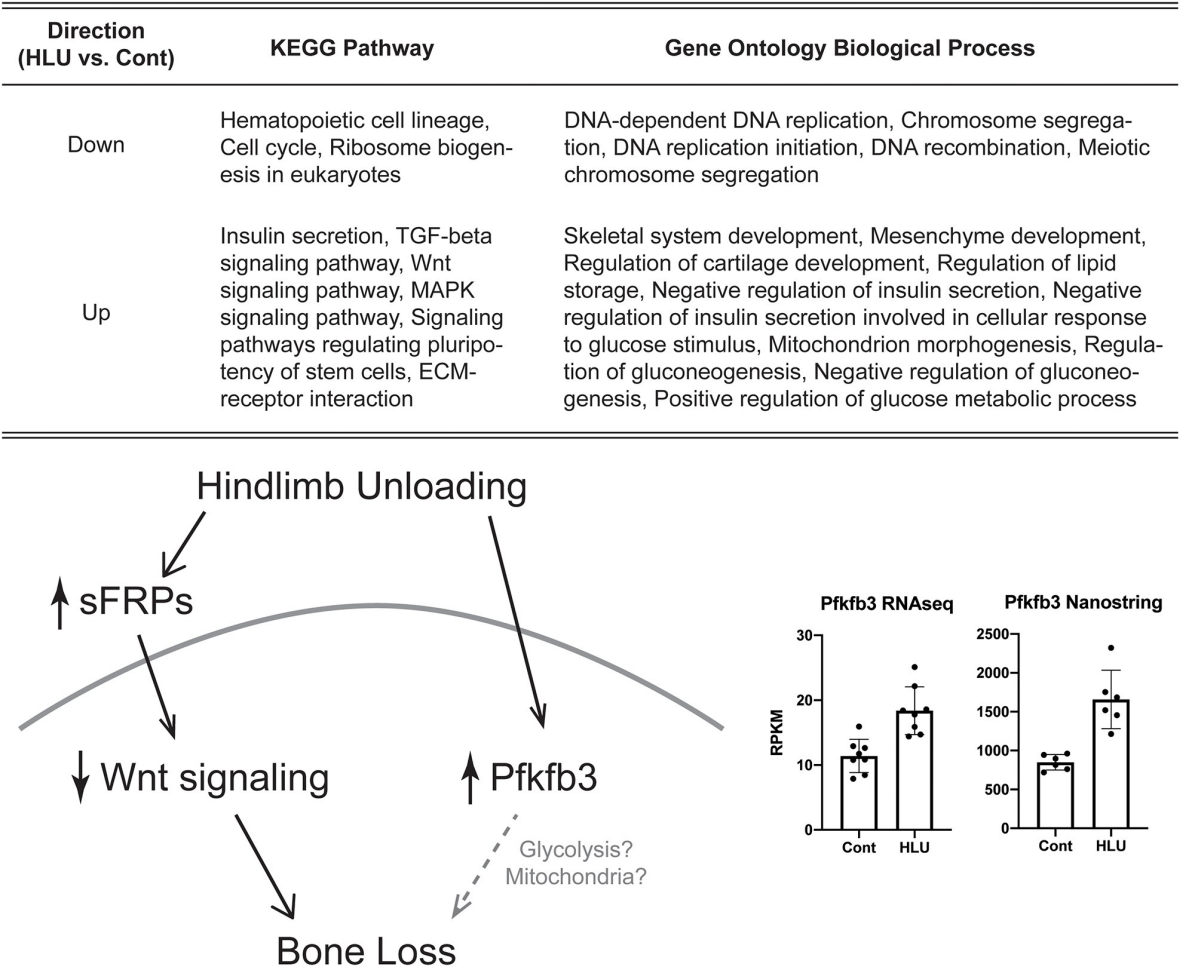
Selected KEGG pathway and gene ontology of biological process altered in cortical bone from hindlimb unloaded mice and the effects of HLU on Wnt signaling and Pfkfb3.

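Scores computed in the same way for other pathways and processes shown in Fig 1 differed in the direction the figure gives. DNA replication genes were lower in HLU mice by a score difference of -0.39 (exact permutation p = 0.0667) and cell cycle genes by -0.36 (exact permutation p = 0.0917), each with 8 mice per group. Hematopoietic cell lineage genes differed by -0.29 (exact permutation p = 0.0817) and ribosome biogenesis genes by -0.20 (exact permutation p = 0.0348). TGF-beta signaling, ECM-receptor interaction and skeletal system development genes were higher in HLU mice by 0.12, 0.09 and 0.11, with exact permutation p of 0.292, 0.651 and 0.626. Of 27 glycolysis genes written down, 11 are among the genes the files list, and 9 could be used. The score of these 9 differed by -0.18 (exact permutation p = 0.232). Adjusted over the 17 sets tested, the lowest p was 0.312, so no set passed the correction. In the 4 sets of DNA replication, cell cycle, hematopoietic cell lineage and ribosome biogenesis genes, 6, 5, 6 and 6 of 8 HLU mice lay below the control median. Median-of-ratios rescaling moved the ribosome biogenesis difference to -0.11 (exact permutation p = 0.127). It raised the TGF-beta signaling, ECM-receptor interaction and skeletal system development differences to 0.21, 0.19 and 0.20. Their exact permutation p were then 0.101, 0.384 and 0.384, so the size of these differences also depends on the scaling.

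**Figure D3:**
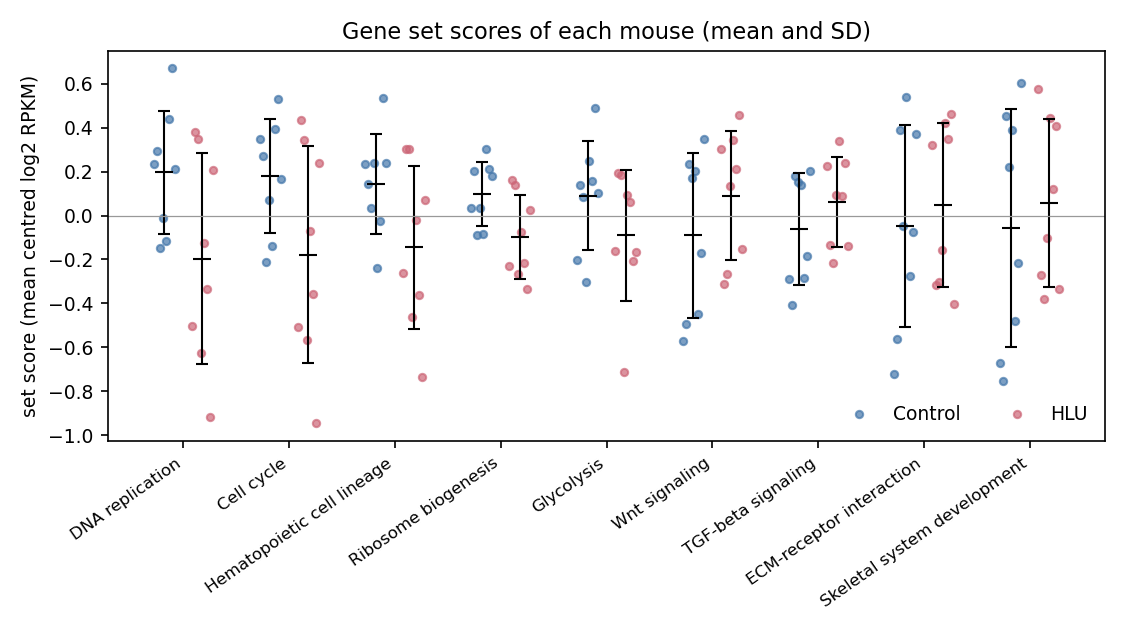
Score of 9 gene sets in each mouse (vertical axis, mean centred log2 RPKM), with control mice in blue and HLU mice in red. Each point is a mouse, and horizontal and vertical bars give the mean and SD of 8 mice, which overlap between the groups in every set shown.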

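NanoString counts RNA molecules by hybridizing barcoded probes to them, without amplification. The NanoString values used here are the paper's own, from 6 control and 6 HLU mice in its supplementary file, and they cover 64 endogenous and 7 housekeeping probes. All 71 probes matched a gene in the RNAseq data. Across these genes, log10 mean RPKM of the 8 control mice and log10 mean NanoString value of the 6 control mice correlated with Pearson's r of 0.904 and Spearman's rho of 0.936. Both had a permutation p of 1e-05, the smallest that 100000 permutations can give. Genes are not independent replicates, so this p describes the set of probes and not the mice. Without the 2 genes farthest from the median on the NanoString axis, r was 0.899. With the 66 probes whose mean NanoString value was above 40, r was 0.895.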

Transcript abundances measured by RNAseq and Nanostring were similar in control mice (Pearson’s R = 0.90, p < 0.0001, Fig 2A). Changes in transcript abundance between control and HLU mice also correlated significantly between the RNAseq and Nanostring datasets (Pearson’s R = 0.76, p < 0.0001, Fig 2B). 

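The log2 fold changes of the 71 probed genes between control and HLU mice correlated between RNAseq and the paper's NanoString values with Pearson's r of 0.772 and Spearman's rho of 0.796 across genes. The permutation p was again the smallest that could be obtained. Scd1 and Car2 were farthest from the median, and r was 0.734 without them. The alternative that moved r most was the log2 ratio of group means in place of the difference in mean log2 values, with r of 0.677. The change had the same direction on both platforms in 58 of the 71 genes. By RNAseq 51 genes were higher in HLU mice, and by NanoString 64 were. The median log2 fold change was 0.28 by RNAseq and 0.35 by NanoString.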

Importantly, Nanostring confirmed alterations seen with RNAseq in transcripts associated with Wnt signaling and cell metabolism (Table 1, Fig 3). 

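In the RNAseq data, Scd1, a fatty acid desaturase gene on chromosome 19 from 44394455 to 44407879 of GRCm38, had 67.3 ± 33.4 RPKM in control mice and 137 ± 74.1 RPKM in HLU mice (SD, n = 8 each). Its log2 fold change was 0.92 (standard error 0.37, limma adjusted p = 0.744, exact permutation p = 0.0426), and 4 of 8 HLU mice exceeded every control mouse. Fzd4, a Wnt receptor gene on chromosome 7 from 89404355 to 89413134, had 6.202 ± 1.05 and 9.78 ± 4.14 RPKM (SD, n = 8 each), a log2 fold change of 0.53 (standard error 0.24, limma adjusted p = 0.744, exact permutation p = 0.0603). The Wnt inhibitor gene Sfrp2, on chromosome 3 from 83766321 to 83774316, had 3.35 ± 1.85 and 4.36 ± 1.36 RPKM (SD, n = 8 each), with a log2 fold change of 0.52 (exact permutation p = 0.139). The annotation places Gm26771 on the opposite strand over Sfrp2, so reads of either gene may have been counted for the other. Sfrp4, on chromosome 13 from 19623104 to 19632994, had 8.36 ± 3.15 and 10.9 ± 3.19 RPKM (SD, n = 8 each), with a log2 fold change of 0.42 (exact permutation p = 0.0908). The change in Sfrp4 passed an unadjusted p of 0.05 after median-of-ratios rescaling, and that in Fzd4 and Scd1 no longer did with the blood cell scores as covariates (log2 fold changes of 0.26 and 0.60). The changes in Fzd4 and Scd1 also lost it under alternatives chosen after the values had been seen, with the share of reads outside the listed genes as a covariate (0.21 and 0.52) and without the 2 smallest libraries (0.49 and 0.82). Of the 44 genes of Table 1 that the paper's results and discussion do not discuss one by one, 31 were higher in HLU mice, and their log2 fold changes ran from -0.54 to 0.79. In 4 of these 44, the unadjusted limma p was under 0.05. By comparison, 11 of all 60 tested genes that the paper names were under 0.05 before adjustment, 4 had an adjusted p under 0.1 over those genes, and 0 over all genes.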

Scd1 (2-fold, p = 0.01), Pfkfb3 (1.8-fold, p = 0.003), and Fzd4 (1.6-fold, p = 0.03) were all upregulated in cortical bone isolated from hindlimb unloaded mouse. In addition to these genes, we identified Mmp3 (1.8-fold, p = 0.007), Sfrp2 (1.7-fold, p = 0.05), Sfrp4 (1.7-fold, p = 0.009), Mmp13 (1.6-fold, p = 0.01), Bmp4 (1.4-fold, p = 0.02), Timp1 (1.5-fold, p = 0.02), Npy (1.2-fold, p = 0.04), and Spp1 (1.5-fold, p = 0.02) genes to be upregulated in the hindlimb unloaded mouse cortical bone. No downregulated genes were detected.

**Fig 2:**
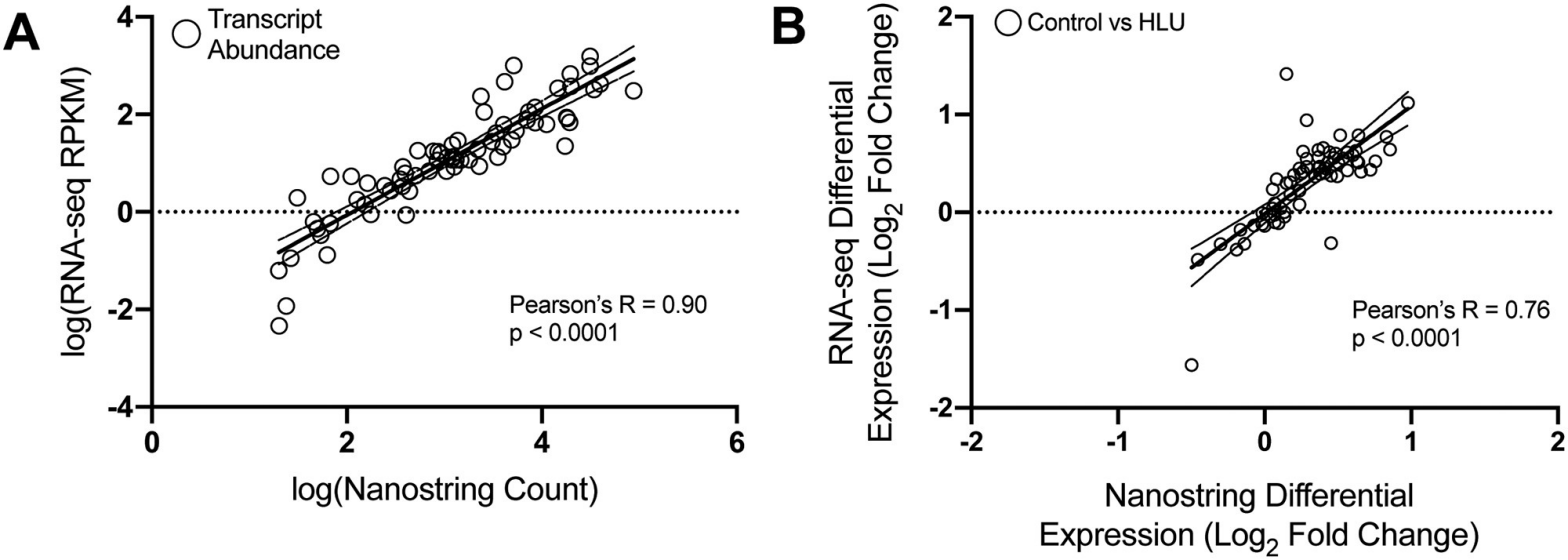
Correlation between Nanostring and RNAseq transcript abundance in controls (A) and changes in abundance between control and HLU mice (B) with 95% confidence bands of the best-fit line.

**Fig 3:**
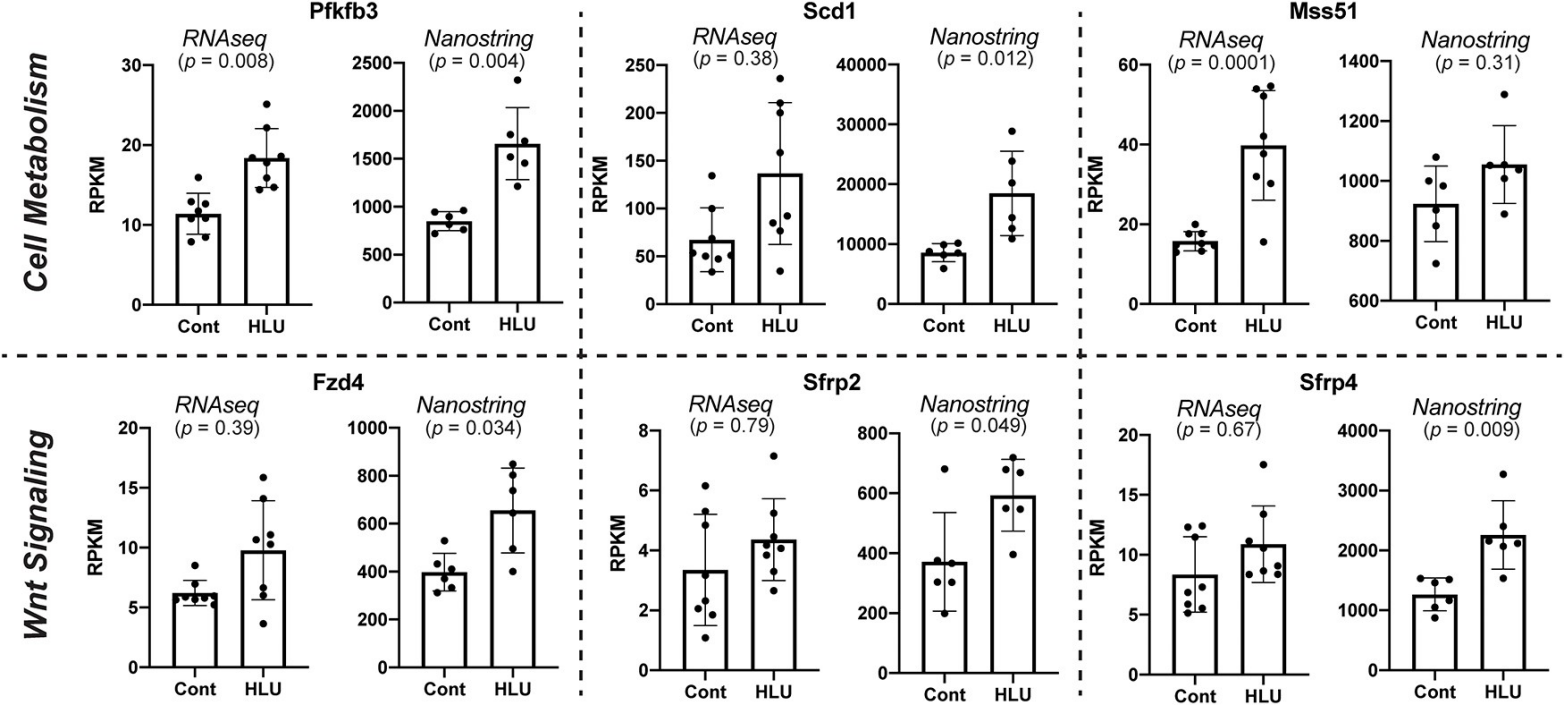
Cell metabolism and Wnt signaling associated transcripts whose abundance changed between control and HLU mice, as assessed by RNAseq and Nanostring analysis.

## Discussion

Our RNAseq dataset provides an unbiased approach for identifying genes whose transcripts change in response to mechanical unloading of cortical bone. We identified novel genes (e.g., Mss51, Pfkfb3) related to cell cycle, mitochondria, and cellular energy balance that were differentially regulated by HLU.

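Mss51, a gene on chromosome 14 of GRCm38 from 20482867 to 20496901, had 15.8 ± 2.43 RPKM in control mice and 39.8 ± 13.7 RPKM in HLU mice (SD, n = 8 each). Its log2 fold change was 1.25 (standard error 0.22, limma adjusted p = 0.256 over all genes and 0.00135 over the 60 tested genes that the paper names). The difference had an exact permutation p of 0.000622, and 7 of 8 HLU mice exceeded every control mouse. HLU mouse 2, at 15.6 RPKM, was the exception and lay within the control range. Between 168 and 2135 reads per mouse were recovered on the gene. Over the 19 alternative settings the log2 fold change stayed between 0.99 and 1.39, and the limma adjusted p ran from 0.0290 to 0.797. Within groups, Mss51 rose with the share of reads that fell outside the listed genes (Pearson's r = 0.658, permutation p = 0.0104, adjusted p = 0.0200 over 8 relations tested, n = 16). Spearman's rho was 0.772 (permutation p = 0.00130). Without the 2 mice farthest from the median share, r was 0.552. In control mice alone r was 0.791 and in HLU mice alone 0.660. With that share as a covariate the log2 fold change was 0.99. In the paper's NanoString values of 6 control and 6 HLU mice, the log2 fold change of Mss51 was only 0.20 (exact permutation p = 0.0996). Table 1 of the paper does not list Mss51 as differentially expressed by NanoString. The paper states that Mss51 and Pfkfb3 were differentially regulated by HLU, and relates them to the cell cycle, mitochondria and cellular energy balance.

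**Figure D4:**
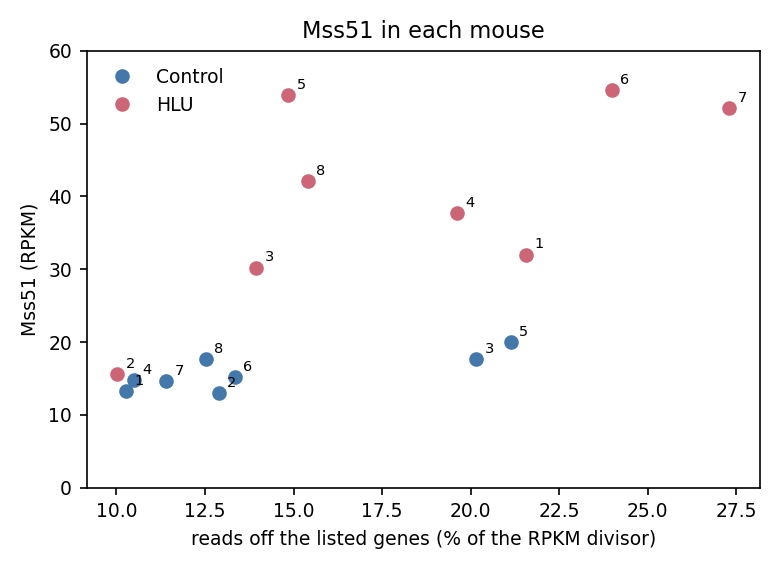
Mss51 in RPKM (vertical axis) against the percent of each mouse's RPKM divisor that fell outside the listed genes (horizontal axis), for control (blue) and HLU (red) mice. Each point is a mouse with its number, and HLU mouse 2 lies at 15.6 RPKM beside the control mice.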

While mitochondria are typically reduced in size as osteoblasts transition to osteocytes, histopathological studies demonstrate enlarged mitochondria in osteocytes from rats immobilized for ten days [20]. Further, in mice with impaired osteocyte autophagy, enlarged mitochondria are observed as well, and associated with decreased trabecular and cortical bone [21]. Imbalance in osteocyte mitochondrial redox can disrupt the canalicular network and lead to bone loss [22]. Further studies are needed to determine whether the genes we identified may sense altered mechanical loading through a similar mechanism that regulates cellular energy balance in bone.

Prior studies have also demonstrated that microgravity causes alterations to glycolysis pathways in a variety of cells, including osteoblasts [23,24]. Importantly, our data show that Pfkfb3, which controls the concentration of fructose 2,6-bisphosphate, a potent allosteric activator of PFK1, is significantly upregulated after HLU. 

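All 8 HLU mice had more Pfkfb3 transcript than the control median, and 5 exceeded every control mouse. The HLU values ran from 14.4 to 25.1 RPKM and the control values from 7.89 to 15.9 RPKM, resting on 882 to 4260 reads per mouse. Over the 19 alternative settings the log2 fold change of Pfkfb3 stayed between 0.50 and 0.83, while its limma adjusted p over all genes ran from 0.164 to 0.845.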

Recent evidence supports the concept that Pfkfb3 provides a signaling mechanism for Wnt3A, altering osteoblast differentiation [25]. Pfkfb3 was also identified de-novo in a gene enrichment analysis of circulating monocytes in patients with osteoporosis, further suggesting a possible role in modulating the bone microenvironment in the setting of low bone density [26]. Our study adds to the evidence that Pfkfb3 may influence bone metabolism in the context of microgravity, disuse-induced bone loss and osteoporosis.

Mss51 has not been demonstrated to be involved during skeletal development or homeostasis, but recently published study suggests that Mss51 may be involved in bone adaptation following mechanical loading [27]. The alteration in Mss51 appears to be mediated by focal adhesion kinase, which has been shown to be responsive to mechanical loading via fluid flow shear stress in osteoblasts [28,29]. Mechanical loading likely alters cell-matrix environment, thereby allowing integrins to initiate intracellular signaling to promote bone adaptation. Hindlimb unloading in rats also decreases focal adhesions in mesenchymal stromal cells [30], which will have resulted in increased Mss51 [27]. These studies demonstrate that while Mss51 is conventionally known to be involved during cell metabolism and energy balance, the gene may also be responsive to mechanical loading/unloading via changes in cell-matrix environment.

Prior studies of hindlimb unloading in rodents have reported that several signaling pathways such as Wnt and Rankl/Opg are altered in osteoblasts and osteocytes following mechanical unloading [31–34]. 

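Sost, which encodes sclerostin and lies on chromosome 11 of GRCm38 from 101962458 to 101967015, had 68.9 ± 39.8 RPKM in control mice and 93.4 ± 28.0 RPKM in HLU mice (SD, n = 8 each). Its log2 fold change was 0.59 (standard error 0.32, limma adjusted p = 0.744, exact permutation p = 0.108). Tnfsf11, the gene of Rankl, on chromosome 14 from 78277445 to 78308043, had 3.45 ± 0.985 and 3.79 ± 0.885 RPKM (SD, n = 8 each), a log2 fold change of 0.14 (standard error 0.18, exact permutation p = 0.440). Tnfrsf11b, the gene of Opg, on chromosome 15 from 54250619 to 54278484, had 5.36 ± 2.27 and 6.43 ± 1.95 RPKM (SD, n = 8 each), a log2 fold change of 0.32 (standard error 0.27, exact permutation p = 0.288). Reads per mouse ran from 430 to 5131 on Sost, from 41 to 210 on Tnfsf11 and from 51 to 442 on Tnfrsf11b. After median-of-ratios rescaling the log2 fold change of Sost was 0.68 and its unadjusted p fell below 0.05. Over the 19 alternative settings the change in Sost lay between 0.37 and 0.72. It was lowest without the 2 smallest libraries (unadjusted p = 0.264 from limma), an alternative chosen after the values had been seen. With the blood cell scores as covariates, the change in Tnfsf11 reversed to -0.08.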

While our study demonstrated that Wnt signaling is implicated to be involved, we did not find that sclerostin or Rankl/Opg to be altered following hindlimb unloading. There are several possible factors that may have contributed to differences in study findings. First, it is possible that methodological differences (RNAseq vs. RT-qPCR) used to assess transcript levels contributed to different outcomes. Second, while we carefully removed bone marrow, surrounding soft tissues, and both ends of bone, the cortical bone lining cells may have contributed to heterogeneity of cell population, leading to blunted effects on several signaling pathways known to be altered by hindlimb unloading in osteocytes or osteoblasts. In addition, whereas we examined day 7 of unloading, earlier time points may be needed to observe robust differences in gene expression due to unloading. Prior studies have demonstrated that bones from 6 to 9 months old rats are more responsive to hindlimb unloading than 28 to 32 months old rats, likely due to increased Bmp2 and Igf1 in younger animals [35,36]. Finally, hindlimb unloading has been shown to affect other physiologic systems in female 11-week-old mice, such as loss of muscle and increased corticosterone metabolites [37], which has been shown to inhibit bone formation [38]. Altogether, a variety of factors can contribute to inconsistencies in gene expression across studies. Additional suitably powered and well-controlled studies are needed to resolve reported discrepancies among studies.

We used only female mice, thus precluding analysis of possible sexual dimorphism in mechanosensitive genes. We selected the 7-day timepoint based on our prior studies, but recognize the limitation of this approach which precludes determining the time-course of gene-expression changes. This early timepoint may have led to minimal changes in osteogenic genes in our studies. However, our ability to identify novel genes that may initiate osteogenic responses later, not previously associated with disuse-induced bone loss provides rationale for future studies with multiple timepoints to expand upon the current findings. While there was excellent correlation between the measurements performed with two methods (Fig 2), Nanostring detected more differentially expressed genes than RNAseq (Fig 3). Therefore, although Nanostring can sample a limited, pre-determined portion of cortical bone transcriptome, it can serve as a powerful approach towards identifying mild changes (<2-fold) in transcript abundance.

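Of the 71 probed genes, 22 differed between 6 control and 6 HLU mice in the paper's NanoString values at an exact permutation p under 0.05, each of them higher in HLU mice. Table 1 of the paper lists fewer genes as differentially expressed. Among those is Npy, which had an exact permutation p of 0.0887 here. Of the 65 probed genes tested by limma on the RNAseq values of 8 and 8 mice, 9 had an unadjusted p under 0.05, and 6 genes passed on both platforms. The median SD of log2 values between control mice was 0.576 by RNAseq and 0.285 by NanoString over the probed genes. From the larger number of genes detected, the paper concludes that NanoString can serve to identify mild changes in transcript abundance.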

Our gene expression approach comparing cortical bone gene expression in HLU and normally loaded mice successfully revealed previously known and unknown genes. Future mechanistic studies examining the functional role of metabolic genes revealed from our study may identify novel mechanosensitive pathways responsible for microgravity- and disuse-induced bone loss. Elucidating these pathways may lead to therapeutic interventions to treat bone loss and prevent fracture risk associated with microgravity, spinal cord injury, or extended bed rest.

## Supporting information

S1 File Nanostring supple. (XLSX) Click here for additional data file.

S2 File RNAseq supple. (CSV) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

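RNA from the cortical bone of the femur was measured in 16 female mice of 11 weeks, 8 after 7 days of hindlimb unloading (HLU) and 8 controls with normal weightbearing. Each mouse has its own library and its own file, and the condition and number of each mouse were taken from the sample labels, which match the group sizes in the paper's methods.

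The authors prepared TruSeq v2 libraries, sequenced 8 per lane on a HiSeq, aligned the reads with TopHat2 and deposited RPKM values, in which the reads on a gene are divided by its length and by the reads of the library, for each mouse. The paper's text names no genome build, annotation, counting tool or gene lengths, and no scaling between libraries. It states that the authors compared the groups with DESeq2 and with Gene Set Enrichment Analysis. A test on read counts cannot be applied to RPKM, so the main comparison used limma on log2 RPKM values, as had been set in advance. The values of the paper's supplementary RNAseq file were compared with the deposited RPKM values for 1567 features, and the largest difference was 0.

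The files hold 36829 features, of which 29628 have a value above 0 in at least 1 mouse. Of these, 3887 carry the symbol Rnf135, 27 carry a date in place of a symbol, and 191 others share a symbol with another feature. Such features were kept and tested as separate features, and their names are not used to identify a gene. Features with a mean of at least 0.5 RPKM over the 16 mice were kept (16973, of which 1108 carry the symbol Rnf135). HLU was compared with control on log2(RPKM + 0.1) with limma 3.58.1 in R 4.3.3, with equal weights and with variances moderated along a trend with abundance. Benjamini-Hochberg adjustment covered all features kept. Genes were counted at an unadjusted p under 0.05 or an adjusted p under 0.1, each with a change of at least 1.2-fold.

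The genes named in the text are those that the paper names in its results, Table 1 or discussion as measured in these mice, and any gene past the adjusted threshold. Other genes are named only where they were chosen after their values had been seen, as is said there, or as members of a gene set or of a test of clock genes, or as probes far from the others. Of the genes that the paper names 62 are listed in the files and 60 passed the filter. Each was also tested by a two-sided exact permutation test of the difference in mean log2 value over the 12870 splits of 16 mice into 8 and 8, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The smallest p of this test is 0.000155. Figures were drawn with matplotlib 3.10.9.

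Reads were recovered by finding, for each library, the number of reads by which the RPKM values had been divided, and then the gene length that makes all 16 values of a feature whole numbers of reads. Whole reads were found for 16972 of the 16973 features kept. On simulated values made from known reads, every count was recovered for 5920 of 5920 features. The implied gene length equals the combined exon length of GENCODE M21 for 7108 of 27698 genes with a unique symbol, so the annotation used by the authors differs from that release. GENCODE M21 on GRCm38 was used here only for positions, overlapping genes and GC content. Lengths came from the files. Exact depths and the smallest detectable values are given with the RNAseq results. Reads are not independent molecules, so limits set by a number of reads cover counting error only.

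The limma comparison was tested on simulated values with the means and spread of the 16973 real features and 200 genes changed 2-fold. It recovered 115 of the 200 genes at the adjusted threshold, none with the wrong sign, with 11 false calls. The voom method of limma, on simulated reads drawn with the same dispersion for every gene, recovered 184 of 200 with 19 false calls. That dispersion was not taken from the real genes, so the recoveries of both methods cannot be compared.

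Gene set scores are the mean over a set's kept genes of log2(RPKM + 0.1) centred on each gene's mean over the 16 mice, compared by the exact permutation test. The 17 sets were written by hand after the pathways and processes of Fig 1 and the cell types that could remain in cortical bone, and they are not the KEGG or Gene Ontology lists. A further group of sets (chaperones, heat shock proteins, interferon response, plasma cells, stefins and further muscle genes) was written after the genes with the lowest p had been seen. The genes that prompted the chaperone, heat shock and interferon sets were left out of them.

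The NanoString values are those of the paper's supplementary file, from 6 control and 6 HLU mice, normalized by the authors to spike-in controls and housekeeping genes, with a floor of 20. Correlations across genes were tested with 100000 permutations. Correlations across mice were computed within groups, with 100000 permutations within each group.

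The comparison was repeated under 13 alternatives set in advance: another pseudocount (1 and 0.01), no filter on low values or a minimum mean of 2 RPKM, median-of-ratios rescaling, quantile normalization, the replicate number as a block, no trend in the variances, robust variances, sample weights, marker scores of blood cells or of skeletal muscle as covariates, and an exact rank-sum test. A further 6 were added after the data had been seen: voom on recovered reads with 2 library sizes, leaving out the 2 libraries with the fewest recovered reads, leaving out features named Rnf135, rescaling to reads on listed genes outside the mitochondrial genome, and the share of reads outside the listed genes as a covariate. The replicate block pairs control and HLU mice that carry the same number in the sample labels. Those mice are different animals, and the paper does not describe them as pairs. Mapping rates and raw reads were not analysed here.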

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

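The tests of heat shock, chaperone and interferon genes, and those that use the share of reads outside the listed genes or the further muscle genes, were chosen only after the result was seen. The test of Mss51 against a skeletal muscle score was set before.

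The gene set scores, the single genes followed across the alternatives and the main library measures were searched in each group of 8 mice for a mouse far from the others, that is, with a gap to its nearest neighbour, as a share of the group's range, above Dixon's critical value for 8 samples. Of 88 groups searched, 6 held such a mouse, against 4.4 expected by chance, so no single mouse is a pattern by itself. HLU mouse 4 was lowest for the glycolysis score (-0.71), which rests on 9 genes, and for Bmp4 (0.83 in log2 RPKM). Control mouse 1 was lowest for the skeletal muscle score (-4.54), which rests on Myh7 alone, the only 1 of 24 skeletal muscle markers among the genes the files list. HLU mouse 3 was highest of its group for the heat shock score (-0.066). HLU mouse 5 had the smallest library of its group (7838277 reads as RPKM divisor). No biological explanation was tested for these mice, since the design gives none within a group.

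HLU mouse 2 was far below the other HLU mice for Mss51 (3.97 in log2 RPKM). The same mouse also had the lowest share of reads outside the listed genes, 10.0% of its divisor. A candidate explanation is that part of the Mss51 signal comes from skeletal muscle left on the bone, and that this mouse had little of it. The skeletal muscle score did not differ between the groups (exact permutation p = 0.820) but rests on 1 gene. A score of 13 further skeletal muscle genes differed by 0.13 (exact permutation p = 0.807), against standard deviations of 1.01 in control and 1.09 in HLU mice. With that score as a covariate, the group effect on Mss51 was 1.21 (permutation p = 9.0e-05). With the share of reads outside the listed genes as a covariate, Mss51 remained higher in HLU mice (unadjusted p = 6.97e-05 from limma), so neither a different amount of muscle by this score nor a difference in that share accounts for the whole change. The slopes of Mss51 on that share were 0.0404 log2 units per percent in control and 0.0691 in HLU mice, and their difference had a permutation p of 0.487. A fold change of Mss51 within muscle RNA would shift its log2 value and need not change this slope, so the slopes cannot tell whether the change took place in bone or in muscle RNA left on it, and no other test here separates the 2.

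A signal outside the genes that the paper discusses was found among chaperones. Several of the genes with the lowest p encode chaperones of the endoplasmic reticulum or the cytosol or respond to interferon, and lists of such genes were then written and tested without the genes that had prompted them. The score of 19 cytosolic heat shock genes was lower in HLU mice by a difference of -0.34 (exact permutation p = 0.000155, the smallest possible, and 0.000777 after adjustment over the 5 added sets), and 8 of 8 HLU mice lay below every control mouse. The score of 22 endoplasmic reticulum chaperone genes differed by -0.26 (exact permutation p = 0.00389, adjusted p = 0.00971), with 7 of 8 HLU mice below the control median. The score of 28 interferon response genes differed by -0.60 (exact permutation p = 0.0123, adjusted p = 0.0205), again with 7 of 8 mice below the control median. These adjusted values do not count the search over all genes that led to the sets.

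A general shift of the RPKM values was tested by median-of-ratios rescaling. The heat shock difference was then -0.25 (exact permutation p = 0.00684), the chaperone difference -0.17 (exact permutation p = 0.00249) and the interferon difference -0.51 (exact permutation p = 0.0145). Quantile normalization, which moved the median of all genes from -0.10 to 0.0010, gave -0.22 (exact permutation p = 0.0204), -0.13 (exact permutation p = 0.00482) and -0.50 (exact permutation p = 0.0199). The direction held under these scalings, while the heat shock, chaperone and interferon differences each became smaller under both. The p became larger under both for heat shock and interferon genes. For chaperone genes it became larger only under quantile normalization. Blood cells left in the bone were tested with erythroid and granulocyte scores as covariates, and the group effect was -0.29 for heat shock (permutation p = 0.00186), -0.18 for chaperone (permutation p = 0.0108) and -0.44 for interferon genes (permutation p = 0.0235). Skeletal muscle left on the bone was tested with the score of further muscle genes as a covariate, which gave -0.35 (permutation p = 7.0e-05), -0.25 (permutation p = 0.00461) and -0.58 (permutation p = 0.00844) in the same order. The share of reads outside the listed genes, which follows marrow as well as muscle genes, gave -0.36 (permutation p = 0.000110), -0.17 (permutation p = 0.0134) and -0.35 (permutation p = 0.0458). For the heat shock genes, depth as a covariate gave a permutation p of 0.000100. The chaperone and interferon differences thus shrank with blood cell scores or that share as covariates but kept a permutation p under 0.05, so the mix of cells may account for part of them. The heat shock difference changed less. The paper's text does not say which mice shared a sequencing lane, so a difference between lanes was not tested and remains possible. Clock genes did not differ between the groups (lowest exact permutation p = 0.197), which speaks against a difference in the time of collection. That chaperone and interferon genes respond to 7 days of unloading is therefore a hypothesis that these mice cannot settle.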

How the results depend on the processing

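The main settings and 13 alternatives were chosen before the data were examined. The other 6 alternatives, the comparison of splits in each direction and the rescaling to listed reads were chosen after the result was seen. A test planned only for files that hold counts was not run, since they hold RPKM, and on the recovered reads voom was run in its place. At a minimum mean of 2 RPKM there is no value for Stfa2 or Mmp3, which the filter removes.

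Pfkfb3 and Mss51 kept their direction and an unadjusted p under 0.05 under all 19 alternatives. Both NanoString correlations kept theirs under the 10 values computed. For the 15 other genes followed, 259 of 283 values kept direction and side of the threshold, while 7 were weaker, 16 stronger and 1 reversed. The reversed value was a log2 fold change of -0.078 for Tnfsf11 with the blood cell scores as covariates, and the cause was not tested. Among the sets of Fig 1 and glycolysis, 76 of 81 values were unchanged in this sense. The ribosome biogenesis difference lost its exact p under 0.05 under 5 alternatives. It was -0.11 with median-of-ratios rescaling, -0.083 with quantile normalization and -0.18 with the median of the set's genes, and camera, which allows for correlation between genes, gave p of 0.197 at a difference of -0.20. The cause was not tested.

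The counts of genes moved most. At an unadjusted p under 0.05 and 1.2-fold, 188 genes were higher and 808 lower. With all features above 0 these were 391 and 1048, and with a minimum mean of 2 RPKM 106 and 629. Median-of-ratios rescaling gave 381 higher and 395 lower, and quantile normalization 460 and 364. The blood cell scores as covariates gave 1218 and 1611, and the skeletal muscle score, which rests on 1 gene, gave 316 and 1167. Sample weights gave 225 and 1208. Among the alternatives added later, voom gave 281 and 550 with reads on listed genes as library size and 386 and 401 with median-of-ratios library sizes, and rescaling to listed reads outside the mitochondrial genome 392 and 380. Leaving out the 2 smallest libraries gave 108 and 863, and the share of reads outside the listed genes as a covariate gave 214 and 438. The settings that centre the changes of all genes balanced higher and lower genes, as such a scaling does whatever the cause, and the others listed kept more lower than higher genes. The cause was not tested.

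At an adjusted p under 0.1 the count was 0 in both directions, beside 1049 genes at an unadjusted p under 0.05. It was 1 higher without a trend in the variances and 1 higher under voom with median-of-ratios library sizes, in each case the same feature named Rnf135. It was 1 higher with the skeletal muscle score (Mss51) and 1 higher with the share of reads outside the listed genes (Stfa2l1), and 1 lower with all features above 0 (Siah3). With the blood cell scores it was 6 higher and 11 lower. The genes in parentheses were chosen after their values were seen, and the cause was not tested.

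Mice with the same number in the labels are different animals, and their deviations from the group means correlated by 0.0856, against -0.0117 for mice with different numbers. With the replicate number as a block, 199 genes were higher and 840 lower, 0 of them past the adjusted threshold beside 1060 at an unadjusted p under 0.05. The log2 fold changes of Pfkfb3 and Mss51 were 0.69 and 1.25. The unadjusted limma p of Fzd4 rose to 0.0768, while those of Mmp13 and Spp1 fell to 0.0467 and 0.0263. The ribosome biogenesis difference was -0.20 (exact p = 0.0781 over paired sign changes).

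Other splits of the 16 mice into 8 and 8 were compared with the real one, using 100 splits that part every same-numbered pair, the real split included. As many genes at an unadjusted p under 0.05 were found in 22 of them, as many higher genes in 45 and as many lower genes in 17. The other splits had a median of 295 such genes, 149 higher and 133 lower at 1.2-fold, and a maximum of 5331 genes. With 0 genes past the adjusted threshold, each of the 100 splits gave as many in either direction (100 and 100), so those counts could not be tested. The counts at an unadjusted p are thus no larger than other divisions of these mice can give.

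Depth limits single genes with few reads, such as Stfa2 (2 to 60 reads per mouse) and Mmp3 (0 to 55). Npy, with 0 to 16 reads, lay below the filter. On simulated values, limma recovered 57.5% of genes changed 2-fold at the adjusted threshold in groups of 8 mice. That simulation changed 200 genes at once, and the adjusted threshold is stricter where fewer genes change. A smaller number of changed genes was not simulated. The recovery thus cannot tell whether group size explains the absence of calls in these mice.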

Differences from the paper's values

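No test described here was chosen after the result was seen, except where stated.

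The paper, which used DESeq2, reports 723 genes with increased transcript abundance without correction. Here limma on RPKM values without rescaling between libraries gave 188 at an unadjusted p under 0.05, and 381 after median-of-ratios rescaling. These are unlike methods. None of the alternatives set before the data were examined closed the gap. They gave between 106 and 460 genes, except for 1218 with the erythroid and granulocyte scores as covariates. Those added after the values had been seen gave between 108 and 392.

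The paper reports 8 genes with increased and 5 with decreased transcript abundance after correction, against 0 and 0 here, beside 1049 genes at an unadjusted p under 0.05. With the erythroid and granulocyte scores as covariates, 6 genes were higher, which is within 1.5-fold of the paper's 8, but 11 were lower. The other alternatives set before the data were examined gave 0 or 1 higher genes and 0 or 1 lower genes and did not close either gap. For the 5 decreased genes none of them did. Those added after the values had been seen gave 0 or 1 higher and 0 lower genes.

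Fig 3 gives a p for the RNAseq change of each gene without saying whether it is adjusted. For Pfkfb3 it is about 0.008 in Fig 3, read by eye, against a limma adjusted p of 0.649 here, and none of the alternatives set before the data were examined closed the gap (0.164 to 0.797 among these, 0.164 to 0.845 over all 19). Adjusted over the 60 tested genes that the paper names, the p of Pfkfb3 was 0.0081, but that list includes the paper's own calls from these mice. For Mss51 it is about 0.0001 in Fig 3, read by eye, against 0.256 here, and none of the alternatives set before the data were examined closed the gap (0.0290 to 0.797). Mss51 passed the adjusted threshold of 0.1 under 2 of these, at 0.0386 with the erythroid and granulocyte scores as covariates and at 0.0290 with the skeletal muscle score as a covariate, which rests on 1 gene.

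For Scd1 the p is about 0.38 in Fig 3, read by eye, against 0.744 here, and for Fzd4 it is about 0.39 in Fig 3, read by eye, against 0.744. Among the alternatives set before the data were examined, 3 closed the gap for both genes. Sample weights gave 0.544 for each, the skeletal muscle score as a covariate gave 0.531 for each, and the erythroid and granulocyte scores as covariates gave 0.343 for Scd1 and 0.334 for Fzd4. The others did not close it. Over all 19 alternatives the adjusted p ran from 0.343 to 0.935 for Scd1 and from 0.334 to 0.935 for Fzd4.

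The paper counts Pfkfb3, Igfbp5, Stfa1 and Stfa2 among the genes that differed after correction. Here each was higher in HLU mice, with log2 fold changes of 0.69, 0.42, 1.01 and 1.31, and none passed an adjusted p of 0.1 over all genes. Their lowest values under any alternative were 0.164, 0.174, 0.181 and 0.195, and their highest 0.845, 0.935, 0.909 and 0.909. The paper also implicates Wnt signaling, and here the Wnt signaling score was higher in HLU mice by 0.18 with an exact permutation p of 0.295.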

Other observations

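The tests of Stfa1 and Stfa2 against the granulocyte score, and of DNA replication against erythroid and B lymphocyte scores, were set before. So were those of Pfkfb3 against the skeletal muscle score and against the erythroid and granulocyte scores. Those of depth and of glucocorticoid, clock and erythroid genes between the groups were also set before. The others in this part, among them those with the share of reads outside the listed genes, the further muscle genes, the added gene sets and the NanoString mice, were chosen only after the result was seen.

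More genes were lower than higher in HLU mice, with 18.9% of the genes at an unadjusted p under 0.05 being higher. A candidate explanation is the RPKM divisor, which includes reads outside the listed genes and reads on mitochondrial genes. Both took a larger mean share of the reads in HLU mice (exact permutation p = 0.108 and 0.0945). After rescaling to the other reads, 50.8% of the genes were higher. Any scaling that brings the median change near 0 balances the calls whatever the cause, so this value cannot tell whether the divisor is behind the imbalance. GC content and gene length were weighed as well. The log2 fold change had a Spearman's rho of 0.0122 with GC content and of 0.0888 with gene length across genes, which are not independent replicates, and both are small. Depth did not differ between the groups (exact permutation p of the divisor = 0.502).

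The share of reads outside the listed genes ran from 10.0% to 27.3% of the divisor. Of 21992 protein-coding symbols in GENCODE M21, 3386 (15.4%) are not a symbol in the files. Where such a gene is missing, and not listed under another name, its reads count toward the share. The share thus depends on which genes the files list. Of 24 skeletal muscle markers written down in advance, 1 is among the genes the files list, and of 61 further skeletal muscle genes, 20 are. Within groups, the score of the 13 of these past the filter on means rose with the share (Pearson's r = 0.835, permutation p = 9.00e-05, adjusted p = 0.000360 over 8 relations tested, n = 16; Spearman's rho = 0.850, permutation p = 6.00e-05). The r was 0.847 in control and 0.836 in HLU mice, and 0.771 without the 2 mice farthest from the median share. Granulocyte markers fell with the share (r = -0.883, permutation p = 8.0e-05, adjusted p = 0.000360, Spearman's rho = -0.788, permutation p = 0.000290). Their relation was closer than that of the muscle genes by Pearson's r and less close by Spearman's rho. DNA replication genes fell with the share (r = -0.814, adjusted p = 0.00163), and Wnt signaling genes rose (r = 0.614, adjusted p = 0.0200). The share may thus follow skeletal muscle left on some bones, less marrow in them, or both, and these were not separated. The first principal component, which held 24.7% of the variance of all genes, correlated with the share within groups (r = 0.791, permutation p = 0.000300) and did not separate the groups (exact permutation p = 0.596). No biological explanation for the difference between mice of a group was tested.

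The lower score of DNA replication genes in HLU mice was tested against the mixture of cells. With erythroid and B lymphocyte scores as covariates, the difference was -0.026 times its size without them, and with the share of reads outside the listed genes as a covariate it was 0.306 times that size. Both shrank it by more than the limit set for the test. With the score of further muscle genes as a covariate it was 0.924 times that size, so the amount of muscle by this score does not account for it. The lower score may follow from fewer marrow cells in the bones of HLU mice, and a change of replication within a cell type was not separated from this. Erythroid markers differed by -0.57 between the groups (exact permutation p = 0.0612).

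For Stfa1 and Stfa2, granulocytes left from marrow were weighed, since stefin A genes could be expressed there. With the granulocyte score as a covariate, the changes in both genes kept their size (the smaller ratio to the change without it was 1.10). A different share of granulocytes by this score thus does not account for them. With the erythroid and granulocyte scores together, the log2 fold change was 0.84 for Stfa1 and 1.31 for Stfa2. A change within granulocytes left in the bone would not be removed by such a covariate and was not tested. Reads shared between stefin A copies were not separated. The score of 6 stefin A genes, a list written after Stfa1 and Stfa2 had been seen and including them, was higher in HLU mice by 0.94 (exact permutation p = 0.0225, adjusted p = 0.0282 over 5 added sets), and 7 of 8 HLU mice lay above the control median. The score of plasma cell markers differed by -0.31 (exact permutation p = 0.128).

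For Pfkfb3 and Mss51, a glucocorticoid response to the stress of unloading could be an explanation that acts on the whole animal. The score of glucocorticoid response genes did not differ between the groups (exact permutation p = 0.806). A difference in the time of day of tissue collection was tested with Dbp, Per2, Nr1d1 and Arntl, and the lowest exact permutation p among these clock genes was 0.197. For Pfkfb3, skeletal muscle left on the bone was tested with the skeletal muscle score as a covariate (unadjusted p = 0.000346 from limma), but that score rests on 1 gene. With the score of further muscle genes as a covariate, the group effect was 0.68 (permutation p = 0.000290). With the share of reads outside the listed genes as a covariate, the log2 fold change of Pfkfb3 was 0.64 (unadjusted p = 0.00124 from limma), so a difference in that share does not account for it. With the erythroid and granulocyte scores as covariates the change in Pfkfb3 was 0.50 (unadjusted p = 0.00533 from limma), its lowest value over the 19 alternatives. Blood cells left in the bone may thus account for part of this change, but by these scores not for all of it. Pfkfb3 had no clear relation within groups to the share of reads outside the listed genes (Pearson's r = 0.202, permutation p = 0.456, n = 16).

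Whether libraries of both platforms match mouse by mouse was tested on their values. Profiles of 57 probes, each centred on its mean over the libraries of its platform, were compared between the 12 NanoString and the 16 RNAseq libraries. The best match of 11 of the 12 NanoString libraries lay in its own group, and 11 different RNAseq libraries were best matches. When pairs were assigned on alternate probes, their mean correlation on the other probes was 0.747, against a mean of 0.107 for random pairings within groups (permutation p = 1.0e-05, the smallest that 100000 permutations can give). Libraries with the same number had a mean correlation of 0.363. Both platforms may thus have measured RNA of the same mice. Probes that vary together could also match different mice of a similar cell mix. No pairing of libraries known to be from different mice was tested. The assigned numbers were the same on both platforms for HLU mice 1, 2 and 3 and differed for the others. If the mice were the same, differences between mice that have nothing to do with unloading are shared by the platforms. Of the 462 splits of the 12 matched mice into 6 and 6, 150 gave a correlation of changes between platforms, on probes not used for matching, as high as the real 0.805, with a median of 0.752 over the other splits. The pairs were chosen for alike profiles, which in part builds in a high correlation under any split. If the mice were the same, the correlation of changes may show that the platforms measure the same RNA alike. That would hold whether or not the changes come from unloading.

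In these matched mice, Mss51 changed by a log2 fold change of 1.20 by RNAseq (exact permutation p = 0.00649) and of 0.20 in the paper's NanoString values (exact permutation p = 0.0996). Its values on the 2 platforms correlated by 0.620 across the 12 mice, and 44 of 57 genes had a higher correlation. For Pfkfb3 the changes were 0.73 and 0.94, and the correlation was 0.929. The difference between platforms for Mss51 was not tested further.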
